A study of Nicotiana benthamiana with 12 samples. Its data were reported in "Differential gene expression and physiological changes during acute or persistent plant virus interactions may contribute to viral symptom differences" (2019).

How the data were processed

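Leaves of *Nicotiana benthamiana*, a relative of tobacco widely used as a host of plant viruses, were compared between mock-inoculated plants and plants infected with Cymbidium ringspot virus (CymRSV), crucifer-infecting tobacco mosaic virus (crTMV) or turnip crinkle virus (TCV). Each of the 4 groups held 3 arrays, and group and replicate number were taken from the sample labels. Per the study's methods, the RNA of each array was pooled from several plants, the replicates came from separate infection experiments, and the TCV leaves were collected on a later day than the other leaves. Virus and day of collection were therefore confounded in every comparison that includes TCV.

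The authors labelled total RNA with 1 dye and hybridised it to a tobacco expression array, so that probes designed on *Nicotiana tabacum* sequences measured transcripts of another species. A weak spot can thus reflect a low transcript level or a mismatch between probe and transcript, and each probe was compared only with itself between groups. Per the file headers, the arrays were scanned and extracted with Feature Extraction 9.5.1.1, and the deposited spot intensity is the processed signal after background subtraction and detrending on a linear scale, with a surrogate value where a spot did not rise above its background. The deposited files also hold the mean spot intensity, the local background, and marks for spots that were well above background, saturated or outliers. Of the 43759 probes other than controls, 16505 had no description beyond "Unknown" and 11 were spotted more than once. No *N. benthamiana* genome or annotation was used here, so probes are named by their identifier and by the description in the deposited files, without genomic coordinates.

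The authors also deposited a matrix of log2 values for the same arrays. Each of its columns was set against the processed signal of its array, and 99.999% of the values lay within 0.02 of log2 of the processed signal minus the 75th percentile of the array, minus the median of the probe over the 12 arrays. The scale, centring and direction of the matrix are thereby settled. Its column medians were −0.85, −0.63 and −0.68 for mock replicates 1 to 3, 0.52, −0.43 and −0.28 for CymRSV replicates 1 to 3, 2.17, 0.67 and 0.25 for crTMV replicates 1 to 3, and 0.20, −0.18 and 0.15 for TCV replicates 1 to 3.

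For the values reported here, the log2 processed signal of each array was scaled by subtracting its 75th percentile over all spots other than controls. Spots marked as outliers were left out, and spots of one probe were averaged. A probe was tested in a comparison when it was well above background on all 3 arrays of at least 1 of the 2 groups. Each comparison was fitted on its own 6 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without covariates. A differentially expressed probe (DEP) had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. The study's methods name the same kind of thresholds. Standard errors (SE) are those of the fit. A probe that was well above background on all 3 arrays of a group and on 0 arrays of the other has only a bound on its change: on the log2 scale, the mean of the bright group minus the mean of the dim group, with each dim array at the higher of the probe's own signal and the lowest signal among detected probes. It is written as at least N-fold.

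The design, the tests of its comparisons, the exact permutation tests of single values and the rule for naming probes were chosen before the data were examined, as were the alternatives except those named as added. Some further tests were chosen later and are named as such in the closing section. Named probes were, for each virus against mock, the 3 with the largest rise and the 3 with the largest fall among DEPs well above background on all 6 arrays, 1 probe per description, and the 2 with the largest bound in each direction. Probes with different descriptions can share sequence and need not stand for separate transcripts. Examples are A_95_P015261 with A_95_P192077 and A_95_P003466 with A_95_P195847. For each of 22 gene classes, set by keywords in the descriptions, the tested probe with the highest mean over the 12 arrays was chosen. Some of these probes are given below. The keyword for argonaute matched no probe, and the only probe matched by protodermal factor was not tested. Classes with at least 3 tested probes entered camera (preset inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over 54 tests against mock. A camera test asks whether the class moved relative to the other tested probes. The class probes are partly those that the study singled out on these same samples, so that their changes are not independent evidence.

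Comparisons against the same mock arrays share their chance values. For pairs of infections, 50 sets of unchanged groups were simulated against the mock arrays with a fixed seed, and the simulated correlation is given beside the observed one. On simulated data with the means and spreads of the real arrays, in which 200 probes were changed by 2 on the log2 scale, the fit recovered 110 of them for CymRSV against mock (20398 probes), 87 for crTMV against mock (20094 probes) and 155 for TCV against mock (19823 probes). It recovered 80 for crTMV against CymRSV (17698 probes), 122 for CymRSV against TCV (19078 probes) and 87 for crTMV against TCV (18253 probes). Of the unchanged probes it called 1, 2, 7, 3, 6 and 4 in the same order of comparisons.

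The arrays came from 3 slides, each with 1 array of every group, and slide was tested as a block and within each slide. Whether equal replicate numbers pair the arrays was checked by the correlation, across probes, of the deviations of 2 arrays from their group means. All 3 pairs exceeded 0.1 for CymRSV with mock (0.108 to 0.209), for crTMV with CymRSV (0.213 to 0.431), for CymRSV with TCV (0.122 to 0.296) and for crTMV with TCV (0.156 to 0.355). They did not for crTMV with mock (0.0331 to 0.149) or TCV with mock (−0.245 to 0.244), where equal numbers were not taken as pairs. Arrays on the same slide all exceeded 0.1 for TCV with mock (0.113 to 0.303). They also did for CymRSV with mock (0.108 to 0.209), where slide and replicate number coincide. Per the methods, the infection experiments were made separately.

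The alternatives were normexp background correction of the mean intensity (offset 50), quantile normalization, scaling on the median of the 12219 probes well above background on all 12 arrays, scaling on 6 spike-in control probes, no filter on dim probes, a filter for probes well above background on all 6 arrays, a common floor, outlier spots kept, the methods' t-test, all 12 arrays in one fit, array weights, replicate number or slide as a block, the deposited matrix values, other thresholds, each array left out in turn, and for classes the test fry, camera with estimated correlation, and 1 probe per description. The 75th percentile over the probes detected on all 12 arrays and a correction for probe GC content were added after seeing the data. The 3 arrays per group limit the precision of every value, and an exact permutation test of 3 against 3 arrays cannot give a p below 0.1. Figures were drawn with matplotlib 3.10.9.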

Results

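Gene expression was measured in systemically infected leaves of *N. benthamiana* on 12 single-colour arrays, 3 for each of mock, CymRSV, crTMV and TCV infection. CymRSV and crTMV stand for acute infection in the study and TCV for persistent infection. The arrays differed in brightness. The 75th percentile of the processed signal was 195 ± 33.0 (SD, n = 3) in mock arrays, 105 ± 40.9 in CymRSV arrays, 53.2 ± 35.4 in crTMV arrays and 90.8 ± 22.3 in TCV arrays. The dimmest array was crTMV replicate 1, with a 75th percentile of 15.3. Spots well above background made up 47.2 ± 0.561% of the spots in mock arrays, 43.5 ± 3.18% in CymRSV arrays, 38.8 ± 7.45% in crTMV arrays and 43.3 ± 1.76% in TCV arrays. In every infected group both values lay below those of the mock arrays without overlap, and the two-sided exact permutation test gave p = 0.1, the smallest value possible with 3 against 3 arrays. The number of saturated spots was 0 on each array.

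The spike-in control spots, which by the vendor's design measure RNA added to each sample, gave a reference level outside the leaf RNA. On the log2 scale the 75th percentile over the spike-in level was 0.41 ± 0.23 (SD, n = 3) in mock arrays, −0.03 ± 0.52 in CymRSV arrays, −1.80 ± 1.52 in crTMV arrays and −0.36 ± 0.41 in TCV arrays. The difference from mock was −0.44 for CymRSV (exact permutation p = 0.3), −2.21 for crTMV (exact permutation p = 0.1) and −0.77 for TCV (exact permutation p = 0.1). With 1 array left out it ranged from −0.60 to −0.14 for CymRSV, from −2.80 to −1.35 for crTMV and from −0.98 to −0.57 for TCV, and was nearest to 0 without CymRSV replicate 1, crTMV replicate 1 and TCV replicate 1. Fold changes below are relative to the 75th percentile of each array, and under spike-in scaling the median of all tested probes shifted by −0.44 in CymRSV, by −2.21 in crTMV and by −0.77 in TCV infection.

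**Figure D1:**
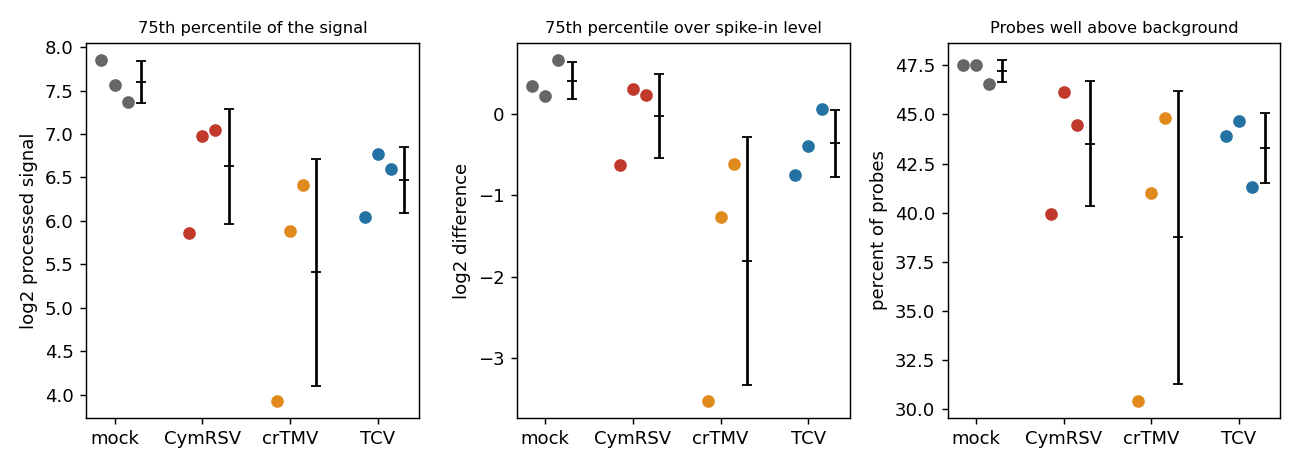
Signal of the 12 arrays by group: the 75th percentile of the processed signal (log2), the same percentile minus the mean of the spike-in spots (log2), and the percent of probes well above background. Points are arrays and bars are mean and SD (n = 3); the lowest array in each panel is crTMV replicate 1, at −3.52 over the spike-in level.

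Principal components were computed over 12101 probes. The first component held 73.1% of the variance and placed the mock and TCV arrays (−105 to −69.2) apart from the CymRSV and crTMV arrays (35.2 to 116). The second held 12.4% and placed the CymRSV arrays (−57.0 to −47.7) apart from the crTMV arrays (17.9 to 76.8). The mean correlation of an array with the other arrays of its group was 0.983 to 0.987 in mock and 0.908 to 0.930 in crTMV. In 1 case the correlation with a single array of another group exceeded the mean with the own group. There crTMV replicate 2 correlated at 0.927 with CymRSV replicate 1 and at 0.924 on average with its own group. With CymRSV replicates 2 and 3 it correlated less, at 0.903 and 0.919. No 2 arrays held identical values.

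**Figure D2:**
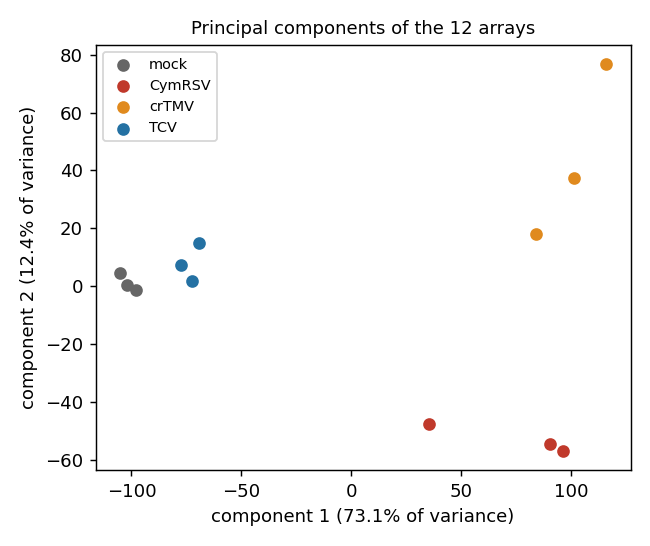
The first and second principal components of the 12 arrays, with the percent of variance on each axis; each point is an array, coloured by group. On the first component mock and TCV arrays lie between −105 and −69.2, CymRSV and crTMV arrays between 35.2 and 116.

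The comparison of CymRSV with mock addresses the changes of an acute infection. Of 20398 tested probes, 10550 were DEPs, with 5042 higher and 5508 lower in CymRSV infection. Normexp background correction moved this count most, to 6419. With slide as a block the count was 10596. Among the DEPs, chosen for their size, 99.8% had the same sign on all 3 slides, and 95.7%, 82.1% and 95.2% exceeded 2-fold in that direction within slides 1, 2 and 3. Spike-in scaling changed the split of calls to 3280 higher and 6953 lower. The methods' t-test gave 10208 DEPs at the unadjusted threshold and 9747 after Benjamini-Hochberg adjustment.

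The largest rises in CymRSV infection were found for probe A_95_P226425 (an expressed sequence tag), with a log2 fold change of 9.79 ± 0.88 (SE, limma adjusted p = 0.000327), for A_95_P130272 (heat shock protein 83) with 9.74 ± 0.74 (adjusted p = 0.000228), and for A_95_P158992 (no description) with 9.30 ± 1.43 (adjusted p = 0.00169). These folds rested on uneven mock arrays. For A_95_P130272 the mock SD was 1.55 (n = 3) and the difference was 11.44, 10.04 and 7.73 on slides 1, 2 and 3. The largest falls were found for A_95_P110072 (−7.25 ± 1.49, adjusted p = 0.00519), A_95_P113577 (−7.01 ± 1.13, adjusted p = 0.00201) and A_95_P112837 (−6.77 ± 1.09, adjusted p = 0.00201), none of which carries a gene name. In these the CymRSV arrays were uneven, and the difference for A_95_P110072 was −3.73 on slide 2 and −10.62 on slide 3. In addition 361 probes were well above background on all CymRSV arrays and no mock array. On all mock arrays and no CymRSV array 943 were well above background. Of the 943, 779 were DEPs but only 317 had a bound over 2-fold. The largest bounds were at least 671-fold higher for A_95_P051386 (no description, adjusted p = 4.30e-05) and at least 411-fold higher for A_95_P194292 (cytochrome P450 hydroxylase, adjusted p = 0.000138), and at least 28.2-fold lower for A_95_P174387 (no description, adjusted p = 0.000154) and at least 21.1-fold lower for A_95_P295863 (a genomic scaffold, adjusted p = 0.000176).

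The comparison of crTMV with mock, the other acute infection, gave 10363 DEPs among 20094 tested probes, 5052 higher and 5311 lower. Without a filter on dim probes the count was 30513, of which 25337 were higher. Spike-in scaling changed the split to 566 higher and 10656 lower. With slide as a block the count was 10537, and 99.6% of the DEPs had the same sign on all 3 slides. The methods' t-test gave 9651 at the unadjusted threshold and 8628 after adjustment.

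The largest rises in crTMV infection belonged to A_95_P015261 (an expressed sequence tag, 9.81 ± 1.65, adjusted p = 0.00181), A_95_P192077 (no description, 9.46 ± 1.54, adjusted p = 0.00155) and A_95_P187882 (an expressed sequence tag, 8.61 ± 1.11, adjusted p = 0.000528). Mock replicate 3 stood above the other mock arrays here, and the difference for A_95_P015261 was 12.94 on slide 1, 11.87 on slide 2 and 4.64 on slide 3. The largest falls were −8.31 ± 0.51 for A_95_P003216 (an expressed sequence tag, adjusted p = 3.72e-05), −7.94 ± 0.29 for A_95_P003466 (histone H3, adjusted p = 1.89e-05) and −7.90 ± 0.33 for A_95_P195847 (an expressed sequence tag, adjusted p = 1.89e-05). On all crTMV arrays and no mock array 243 probes were well above background, and on all mock arrays and no crTMV array 1835. Of the 1835, 840 were DEPs but only 426 had a bound over 2-fold. The largest bounds were at least 338-fold higher for A_95_P185737 (an expressed sequence tag, adjusted p = 9.41e-05), at least 271-fold higher for A_95_P194292 (cytochrome P450 hydroxylase, adjusted p = 1.92e-05), at least 559-fold lower for A_95_P154167 (chloroplast carbonic anhydrase, adjusted p = 1.92e-05) and at least 315-fold lower for A_95_P020641 (a genomic scaffold, adjusted p = 2.16e-05).

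The comparison of TCV with mock addresses a persistent infection, with the day of collection as a second difference. Here 1057 of 19823 tested probes were DEPs, 632 higher and 425 lower. This count rested on single arrays: it was 62 without mock replicate 1, 78 without mock replicate 2 and 502 without TCV replicate 1. The methods' t-test gave 1193 at the unadjusted threshold and 318 after adjustment, spike-in scaling gave 359 higher and 7191 lower, and the absence of a filter on dim probes gave 6855 higher and 601 lower. With slide as a block the count was 1055. With replicate number as a block, where equal numbers did not pair the arrays, it was 589 (335 higher, 254 lower).

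The largest rises in TCV infection were 8.64 ± 0.49 for A_95_P110587 (no description, adjusted p = 0.00179), 5.44 ± 0.22 for A_95_P153587 (a genomic scaffold, adjusted p = 0.000456) and 5.13 ± 0.86 for A_95_P046951 (a genomic scaffold, adjusted p = 0.0201). The largest falls were −5.27 ± 0.14 for A_95_P005926 (adjusted p = 0.000104), −4.72 ± 0.15 for A_95_P210977 (adjusted p = 0.000190) and −2.36 ± 0.38 for A_95_P120362 (adjusted p = 0.0190), all expressed sequence tags. A_95_P046951 lost its call without mock replicate 1 (adjusted p = 0.0734), mock replicate 2 (0.0662), mock replicate 3 (0.0552) or TCV replicate 1 (0.0552), and under the common floor (0.0727), the methods' t-test (0.0716) and replicate number as a block (0.0621). A_95_P120362 lost its call without mock replicate 1 (0.0593) or TCV replicate 1 (0.0628), and under the common floor (0.0591) and the methods' t-test (0.0655). Over all alternatives the adjusted p of these probes ranged from 3.39e-08 to 0.0734 and from 4.09e-07 to 0.0655. On all TCV arrays and no mock array 110 probes were well above background, and on all mock arrays and no TCV array 600. Of the 600, 104 were DEPs but only 16 had a bound over 2-fold. The largest bounds were at least 1104-fold higher for A_95_P144067 (no description, adjusted p = 0.000104), at least 181-fold higher for A_95_P301443 (an expressed sequence tag, adjusted p = 0.00775), at least 22.3-fold lower for A_95_P148922 (no description, adjusted p = 0.000817) and at least 9.22-fold lower for A_95_P190937 (an expressed sequence tag, adjusted p = 0.00225).

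**Figure D3:**
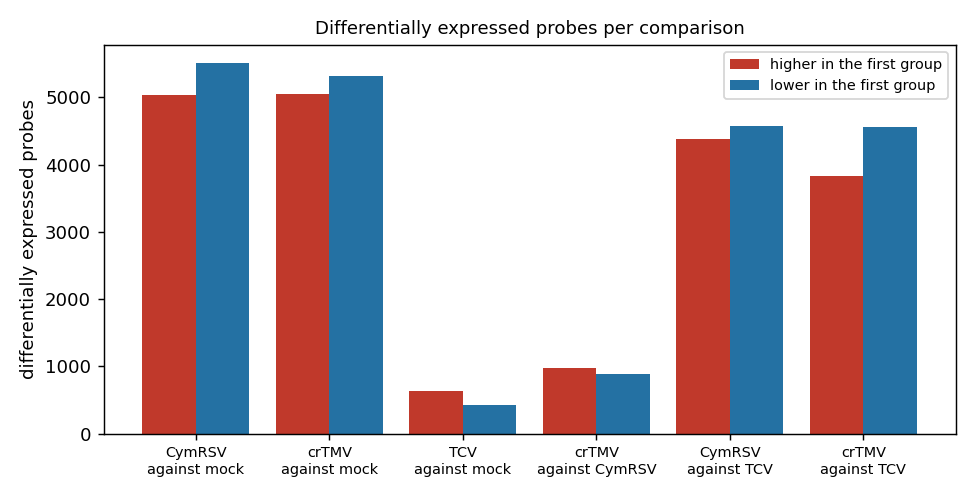
Number of DEPs (adjusted p under 0.05 and log2 fold change beyond 1) in each of the 6 comparisons, higher (red) and lower (blue) in the first group named. CymRSV and crTMV infection gave 10550 and 10363 DEPs against mock, TCV infection 1057.

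Infections were also compared directly, since passing the threshold in one infection and not in another is no test of their difference. CymRSV against TCV gave 8955 DEPs among 19078 tested probes, with 4385 higher and 4570 lower in CymRSV infection. crTMV against TCV gave 8388 among 18253, with 3836 higher and 4552 lower in crTMV infection. crTMV against CymRSV gave 1865 among 17698, with 974 higher and 891 lower in crTMV infection. Under spike-in scaling crTMV against CymRSV had 119 higher and 2679 lower DEPs, and crTMV against TCV had 493 higher among 5451. The count for crTMV against CymRSV depended on the fit, at 3424 with replicate number as a block, 1339 with slide as a block (848 higher, 491 lower) and 161 with normexp background correction. It also depended on single arrays, at 544 without CymRSV replicate 1, 753 without CymRSV replicate 3 and 879 without crTMV replicate 3.

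The overlap of the infections was assessed on probes tested in both comparisons against mock. Among 19872 such probes, CymRSV and crTMV infection shared 3222 higher and 4065 lower DEPs, and 58 DEPs went in opposite directions. Under spike-in scaling they shared 396 higher and 6479 lower DEPs, and under the stricter filter 1940 lower. The log2 fold changes correlated across probes at r = 0.879 (Spearman 0.839), against 0.267 on average and 0.291 at most in simulations of unchanged groups with the same mock arrays. CymRSV and TCV infection shared 279 higher and 316 lower DEPs, with 38 opposite and r = 0.507 (Spearman 0.532, simulated 0.330, at most 0.358). crTMV and TCV infection shared 415 higher and 265 lower DEPs, with 38 opposite and r = 0.534 (Spearman 0.555, simulated 0.300, at most 0.332). The simulations gave 0 shared DEPs in each direction and pair. Probes are not independent replicates, so the correlations describe these arrays. Among 19662 probes tested in all 3 comparisons, 248 were higher and 241 lower in every infection, and 110 of the 923 DEPs of TCV infection were DEPs in that infection alone. The pairwise shared counts that involve TCV shrank without mock replicate 1, where CymRSV and TCV shared 24 higher and 5 lower DEPs and crTMV and TCV shared 22 higher and 9 lower; without mock replicate 2 the 4 counts were 30, 9, 26 and 8, and without TCV replicate 1 they were 128, 95, 210 and 78. Without mock replicate 3 CymRSV and TCV shared 208 lower DEPs.

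Gene classes that bear on photosynthesis, housekeeping and stress were examined as the median log2 fold change of their tested probes. The median of all tested probes was 0.00 in CymRSV, −0.01 in crTMV and −0.07 in TCV infection. Chlorophyll a/b binding proteins (CPs) had a median of −4.26 in CymRSV infection (camera adjusted p = 7.65e-07) and −5.84 in crTMV infection (adjusted p = 3.72e-15), with 34 of 34 tested probes called lower by limma in each and 24 and 33 called by the methods' t-test. In TCV infection the CP median was −0.31 (camera adjusted p = 0.196). Of its 34 probes limma called 0 and the methods' t-test 0, and 7 had an unadjusted p under 0.05 with limma. The TCV median passed under normexp correction (−0.50, adjusted p = 0.000214), without a filter on dim probes (−0.20, adjusted p = 0.000198) and without mock replicate 1 (−0.58, adjusted p = 4.94e-05), in a range of 4.94e-05 to 0.981 over the alternatives. The direct tests gave a median of −3.97 for CymRSV against TCV and −5.64 for crTMV against TCV (adjusted p = 9.68e-08 and 1.58e-17). Other photosystem probes had medians of −3.57, −5.28 and −0.28 in CymRSV, crTMV and TCV infection, and the TCV call (adjusted p = 0.0245) was lost under 8 of 18 alternatives and without mock replicate 3 (0.164) or TCV replicate 3 (0.0541). Histone probes had −3.53, −3.20 and −0.99, and DNA methyltransferase probes, of which 4 were tested, had −4.27, −5.01 and −0.50. Ribosomal protein probes had −1.03, −1.52 and −0.48, tubulin probes −2.03, −2.60 and −0.29, and elongation factor probes −1.79, −1.64 and −0.52. Rubisco activase, with 4 tested probes, had −3.88, −4.68 and −0.88, and its CymRSV median did not pass camera (adjusted p = 0.0745, 0.000671 to 0.498 over the alternatives) but did under 8 of 18 alternatives, among them replicate number as a block (0.0449) and slide as a block (0.0468), and without CymRSV replicate 2 (0.00907). GAPDH had −2.03, −1.45 and −0.43, none past the camera threshold in the reported fit. Of 18 alternatives 2, 7 and 3 passed in CymRSV, crTMV and TCV infection, among them normexp correction in each (adjusted p = 0.0152, 0.0209 and 0.0218), and for crTMV replicate number as a block (0.0447) and slide as a block (0.0479). The CymRSV median also passed without CymRSV replicate 2 (0.0248), and the crTMV median without mock replicate 1 (0.0462), mock replicate 3 (0.0496), crTMV replicate 2 (0.0422) or crTMV replicate 3 (0.0426). Rubisco, with 3 tested probes, had −2.42, −3.17 and 0.05, none past the camera threshold (adjusted p = 0.296, 0.255 and 0.817), although fry passed the CymRSV and crTMV values (0.0101 and 0.00113). The TCV median turned to −0.72 under spike-in scaling, −0.13 under normexp correction, −0.08 under quantile normalization and −0.01 with the GC trend removed, and to −0.06 without mock replicate 1 and −0.01 without TCV replicate 1. Cellulose synthase had −0.86, −1.18 and 0.02, the last turning to −0.75 under spike-in scaling, −0.01 under quantile normalization, −0.02 under scaling on the median, −0.07 with array weights and −0.11 without TCV replicate 3, and its crTMV call (adjusted p = 0.0491, 0.000127 to 0.315 over the alternatives) was lost under 9 of 18 alternatives and without mock replicate 3 (0.0583), crTMV replicate 1 (0.0526) or crTMV replicate 2 (0.0507). Without a filter on dim probes the GAPDH medians were 0.18, 0.26 and 0.23 and the CymRSV and crTMV medians of Rubisco 0.50 and 0.82.

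Stress classes differed. Pathogenesis-related (PR) probes had a median of 4.62 in CymRSV infection (camera adjusted p = 0.00228), which on probes well above background on all 6 arrays was 0.74 and did not pass (adjusted p = 0.323). That filter leaves out every probe at background on a mock array, so it cannot show a rise from background. Limma called 10 of the 14 tested PR probes higher in CymRSV infection and 1 lower. The PR median was 2.87 in crTMV infection (−0.34 on probes well above background on all 6 arrays), which did not pass (adjusted p = 0.0813), and 0.28 in TCV infection (adjusted p = 0.118), a TCV median that was −0.49 under spike-in scaling. The crTMV and TCV medians of PR passed under 3 and 2 of 18 alternatives and without mock replicate 3 (adjusted p = 0.0133 and 0.00597). Over the alternatives the adjusted p ranged from 4.94e-05 to 0.323 in CymRSV, from 4.10e-07 to 0.588 in crTMV and from 0.00368 to 0.453 in TCV infection. Glutathione S-transferase (GST) probes had 2.80, 1.94 and 0.59, and the crTMV and TCV medians turned to −0.27 and −0.18 under spike-in scaling. Heat shock protein (HSP) probes had 1.33, 0.61 and −0.12, and WRKY probes 1.33, 1.27 and 0.38; under spike-in scaling the crTMV medians of HSP and WRKY were −1.60 and −0.94, and the TCV median of WRKY was −0.39. The TCV median of GST (adjusted p = 0.0580, 0.00313 to 0.405 over the alternatives) passed under 8 of 18 alternatives and without mock replicate 2 (0.0494) or mock replicate 3 (0.00313). In HSP probes of TCV infection the median (−0.12) and the mean (0.12) differed in sign, and the median was 0.00 under normexp correction and 0.73 without a filter. Proteasome probes had 0.78, 0.12 and 0.12; under spike-in scaling the crTMV and TCV medians were −2.09 and −0.65, and under normexp correction the crTMV median was −0.32. Invertase had 0.90, 2.60 and −0.14, none past the camera threshold in the reported fit, although fry passed the CymRSV and crTMV values (adjusted p = 0.000868 and 0.00101). Limma called 2 and 3 of its 5 tested probes higher in these infections and 0 lower. The single tested systemic acquired resistance probe (A_95_P004306) rose by 6.91 in CymRSV and 5.98 in crTMV infection and was above background on 2 of the 3 mock arrays. Ubiquitin, the reference of the study's quantitative PCR, had medians of −0.18, 0.67 and −0.10, none past the threshold, and its CymRSV median changed sign under normexp correction (0.28), quantile normalization (0.33) and without a filter (0.64), its crTMV median under normexp correction (−0.02) and spike-in scaling (−1.54). The median and the camera direction differed in sign for ubiquitin in CymRSV and for Rubisco and HSP in TCV infection, and the median and the mean for these and for ubiquitin in TCV infection.

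Camera placed 13 of 18 classes past the threshold in CymRSV, 12 in crTMV and 7 in TCV infection, and fry retained 13, 12 and 4 of these calls. Camera with an estimated correlation passed 0, 0 and 0, with 3, 2 and 0 classes at an unadjusted p under 0.05. The preset correlation of camera also gave many calls for other splits of the same arrays, with up to 12, 12 and 8 classes, whereas fry gave at most 1, 0 and 1 for other splits against 16, 17 and 7 for the real one. Low fry counts there are no evidence against chance, since the other splits mix the groups and so widen the spread. Among the 478, 471 and 467 tested class probes of CymRSV, crTMV and TCV infection, 308, 326 and 29 were DEPs over all tested probes and 308, 329 and 35 when adjusted over the list alone.

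PR-Q (A_95_P103767) rose by 6.10 ± 0.86 in CymRSV infection (SE, limma adjusted p = 0.00121) and by 6.72 ± 0.84 in crTMV infection (adjusted p = 0.000458), while the rise of 2.28 ± 0.85 in TCV infection did not pass (adjusted p = 0.117) except without mock replicate 3 (3.33, adjusted p = 0.00508) and under spike-in scaling (1.51, adjusted p = 0.0269), in a range of 0.00508 to 0.281 over the alternatives. The CP probe A_95_P003166 fell by 3.43 ± 1.14 in CymRSV infection (adjusted p = 0.0334), a call lost under quantile normalization (0.0592), the common floor (0.116) and the methods' t-test (0.106), and without CymRSV replicate 1 (0.0961), CymRSV replicate 3 (0.0720), mock replicate 1 (0.0731), mock replicate 2 (0.0841) or mock replicate 3 (0.0779), in a range of 0.000362 to 0.116 over the alternatives. It fell by 5.55 ± 0.23 in crTMV infection (adjusted p = 1.89e-05) and changed by 0.51 ± 0.15 in TCV infection (adjusted p = 0.0691), or by −0.26 under spike-in scaling. GAPDH (A_95_P010946) fell by 2.03 ± 0.36 in CymRSV infection (adjusted p = 0.00274) and by 2.31 ± 0.28 in crTMV infection (adjusted p = 0.000429). In CymRSV infection the brightest probe was not called for histone (A_95_P001921, −0.41, adjusted p = 0.127) or elongation factor (A_95_P237919, −0.15, 0.447). Nor was that of other photosystem (A_95_P178507, −0.52, 0.133) or ribosomal protein (A_95_P007106, −0.05, 0.881). Of all tested probes limma called lower 22 of 25 histone, 6 of 12 elongation factor, 30 of 34 other photosystem and 104 of 195 ribosomal protein probes. It called higher 0, 0, 0 and 4 in the same order. The brightest probe was called lower for Rubisco activase (−3.98, 0.00505), tubulin (−1.16, 0.00213) and DNA methyltransferase (−4.46, 0.00146). In crTMV infection that of cellulose synthase (A_95_P103012) changed by 0.21 (0.700). Limma called 2 of the 3 tested Rubisco probes lower in CymRSV and in crTMV infection. The remaining probe, for the Rubisco large chain (A_95_P027371), did not pass in CymRSV (0.50 ± 0.33, adjusted p = 0.206) or crTMV infection (0.82 ± 0.32, adjusted p = 0.0573). In crTMV infection it passed under 1 of 16 alternatives and without crTMV replicate 3 (1.14, adjusted p = 0.00895, in a range of 0.00895 to 0.871 over the alternatives). Its crTMV change was −1.39 under spike-in scaling. Lactate dehydrogenase (A_95_P192937) changed by 9.26 ± 1.33 and 8.60 ± 1.27 in CymRSV and crTMV infection (adjusted p = 0.00130 and 0.000996), and was above background on 1 of the 3 mock arrays, so that these folds have no firm base.

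**Figure D4:**
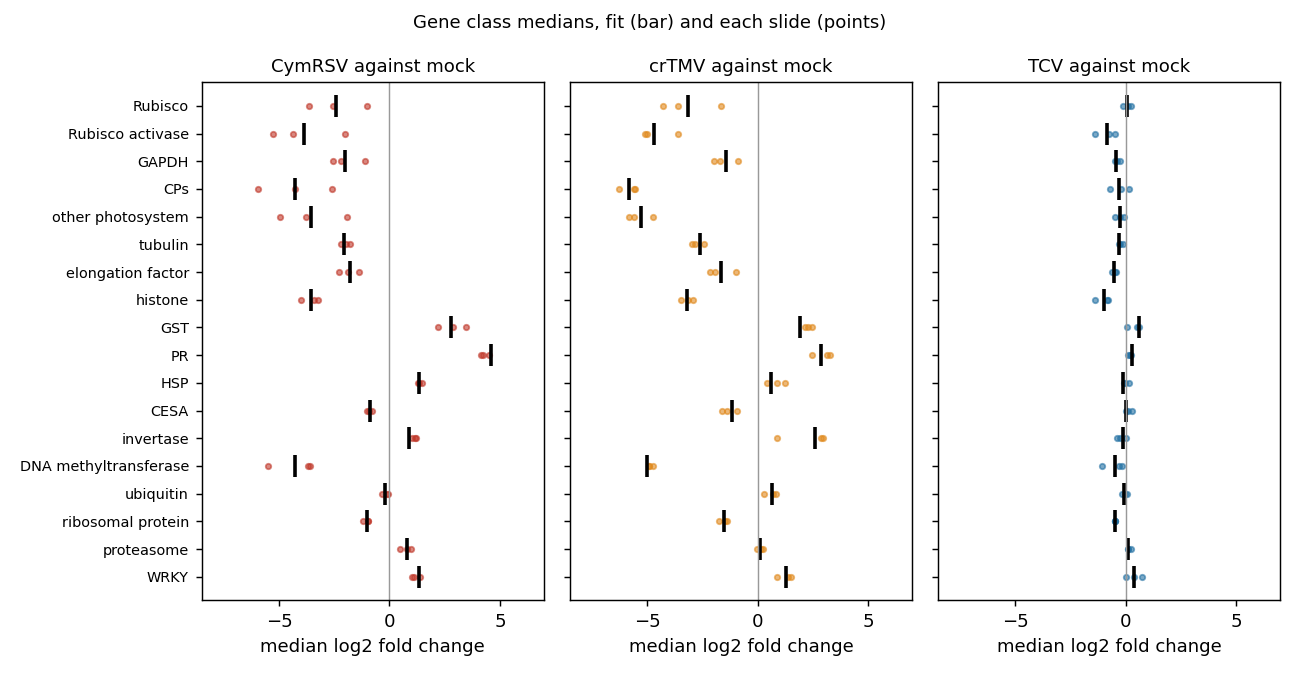
Median log2 fold change against mock (x axis) of 18 gene classes in CymRSV, crTMV and TCV infection, from the fit (bars) and within each of the 3 slides (points). CPs lie at −4.26, −5.84 and −0.31; under spike-in scaling the crTMV medians of GST, HSP and WRKY fall below 0.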

Values the study reported

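The study reported 6639 differentially expressed probes in CymRSV infection, 6318 in crTMV infection and 515 in TCV infection. Of these, 2807, 2033 and 275 were reported as upregulated and 3832, 4285 and 240 as downregulated, in the same order. CymRSV and crTMV infection were reported to share 1473 upregulated and 3219 downregulated probes. Leaves were taken at 5 days after inoculation for CymRSV, crTMV and mock and at 11 days for TCV.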

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

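The fry tests of the direct comparisons, and the use of called class probes and of unadjusted and t-test counts beside the splits, were chosen only after the results were seen.

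Some probes passed the threshold in opposite directions against mock in a pair of infections and also differed past the threshold in the direct comparison. They numbered 54 for CymRSV and crTMV (46 of them higher in crTMV infection), 38 for CymRSV and TCV (23 higher in TCV infection) and 31 for crTMV and TCV (21 higher in crTMV infection). What drew attention to them is the difference between infections under the same contrast. The tables argue against slide as the whole cause, since 98.1%, 78.9% and 77.4% of these probes had opposite calls and passed the direct comparison with slide as a block. Dim signal on the arrays with less signal stays open: 48.1%, 44.7% and 45.2% of these probes were well above background on all 9 arrays, against 73.7%, 85.9% and 69.7% of all probes tested, so that a part of the opposite calls may rest on spots near background. A difference between the viruses, and for TCV the later day of collection, also stays open and was not tested apart from it. The opposite calls with TCV build on TCV calls that depend on single mock arrays. Of the 1057 TCV DEPs, 60 kept their call without mock replicate 1 and 72 without mock replicate 2. The opposite calls were not counted without these arrays.

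Gene classes differed between infections in the direct comparisons, which is the second kind of difference considered here. Camera placed 5 of 16 classes past the threshold between crTMV and CymRSV, 13 of 18 between CymRSV and TCV, and 13 of 18 between crTMV and TCV. All 5 classes of the first comparison were lower in crTMV infection. The median log2 differences were −1.53 for CPs, −1.60 for other photosystem probes, −1.20 for HSP, −0.68 for ribosomal protein and −0.72 for proteasome. The median of all tested probes was −0.17. Limma called lower 0 of 28 CPs, 2 of 30 other photosystem, 15 of 32 HSP, 17 of 184 ribosomal protein and 1 of 34 proteasome probes. With slide as a block 5, 12 and 13 classes remained past the threshold in the same direction, and on probes well above background on all 6 arrays 5, 11 and 8 remained. Both counts argue against slide and against dim signal as the whole cause. The splits of the arrays by themselves cannot exclude chance: as many classes passed in 9, 2 and 1 of the 10 splits of the 6 arrays in these comparisons. Equal replicate numbers pair the arrays here, and of the 4 splits that part all 3 pairs, as many classes passed in 4, 1 and 1, with at most 8, 10 and 11 classes in the others. The remaining 6 splits part 1 pair each and keep both arrays of the other pairs together. For both comparisons with TCV calls of single probes argue against independent spread of probes, though not against an effect common to whole arrays. Of the CPs 33 of 34 were called lower for CymRSV against TCV and 34 of 34 for crTMV against TCV, and of the histone probes 19 and 17 of 22. The other splits gave 0 DEPs with limma and 0 with the methods' t-test, with at most 635 and 231 probes at an unadjusted p under 0.05, against 12517 and 10860 for the real split. Fry passed 15 and 16 classes for the real split and at most 1 and 0 for the others. All these other splits mix the groups, so a group difference widens the spread there and their low counts add no evidence. For crTMV against CymRSV chance stays open for the class count. Fry passed 3 classes for the real split there and up to 2 for others. The 3 classes were HSP (fry adjusted p = 0.00149), ribosomal protein (0.00895) and tubulin (0.0404), and tubulin had not passed camera (adjusted p = 0.282). Fry did not pass CPs (0.291), other photosystem (0.180) or proteasome (0.0580). These class tests leave out the pairing of the arrays by replicate number. The calls of 15 of 32 HSP probes as lower argue against independent spread of single probes for that class. The other splits gave 0 DEPs with limma and 0 with the methods' t-test there too. At most 770 probes had an unadjusted p under 0.05 in them, against 5706 for the real split. These splits mix the groups as well. The virus, and for TCV the day of collection, remain untested explanations.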

How the results depend on the processing

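The 75th percentile over probes detected on all 12 arrays and the removal of the GC trend were chosen only after results were seen. Every alternative listed in the processing section was run. A count is given below where it moved by more than 1.5 times, or as a range where 1 array was left out, and the values follow the order in which the comparisons are named. No probe called against mock received the opposite call under any alternative.

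Of 660 values of 27 counts under the alternatives and with single arrays left out, 502 stayed within 1.5 times of the reported count, 131 were smaller and 27 larger. Quantile normalization, scaling on the median, outlier spots kept, slide as a block, the deposited matrix values, the 75th percentile over detected probes and the removal of the GC trend moved none of these counts by more than 1.5 times, except the number of lower DEPs in crTMV against CymRSV. From 891 it fell to 573 under quantile normalization, 541 under scaling on the median, 491 with slide as a block and 499 with the 75th percentile over detected probes. Of 1288 class values, 1161 kept their side of the threshold, 66 lost and 56 gained it, and 5 medians of called classes changed sign. These 5 arose under spike-in scaling, where the direction given by camera, which is relative to the other probes, stayed Up for all 5. Of the 1161, 25 had a median of the opposite sign in a class that was not past the threshold in the reported fit, as had 3 of the 56. Of 1709 values of named probes and class probes, 1635 kept their side of the threshold, 38 lost and 33 gained it, and 3 called probes changed sign without a call in the opposite direction. Of the 1635, 41 had the opposite sign for a probe that was not called in the reported fit. Of 132 bounds, 7 moved, all under spike-in scaling.

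Normexp background correction gave 6419 DEPs for CymRSV against mock (2780 higher, 3639 lower), 2855 higher DEPs for crTMV and 487 DEPs for TCV (221 higher, 266 lower). It gave 161 for crTMV against CymRSV (94 higher, 67 lower), 4696 for CymRSV against TCV (2001 higher, 2695 lower) and 4802 for crTMV against TCV (1477 higher). Shared higher DEPs were 1539 for CymRSV and crTMV, 90 for CymRSV and TCV and 150 for crTMV and TCV, and r rose to 0.658 for CymRSV and TCV and to 0.713 for crTMV and TCV. The cause was not tested.

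Spike-in scaling, which by construction moves every probe of an array by the same amount, gave 3280 higher DEPs for CymRSV, 566 higher and 10656 lower for crTMV, and 7550 for TCV (359 higher, 7191 lower). It gave 2798 for crTMV against CymRSV (119 higher, 2679 lower) and 5451 for crTMV against TCV (493 higher). Shared DEPs were 396 higher and 6479 lower for CymRSV and crTMV, 127 and 4316 for CymRSV and TCV, and 90 and 5654 for crTMV and TCV. The crTMV medians of GST, HSP and WRKY turned to −0.27, −1.60 and −0.94, and the TCV medians of WRKY and proteasome to −0.39 and −0.65. In crTMV infection GST probe A_95_P024886 turned to −0.27, proteasome probe A_95_P145722 to −1.10 and WRKY probe A_95_P024461 to −0.79.

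Without a filter on dim probes there were 30513 DEPs for crTMV (25337 higher), 7456 for TCV (6855 higher) and 603 for crTMV against CymRSV (524 higher, 79 lower). Shared higher DEPs were 5274, 1120 and 6656 for CymRSV with crTMV, CymRSV with TCV and crTMV with TCV, and r for the last pair was 0.652. The stricter filter, which tests fewer probes, gave 3629 lower DEPs for CymRSV, 6649 for crTMV (2787 lower), 1225 for crTMV against CymRSV (635 higher, 590 lower) and 5395 for crTMV against TCV (2397 lower). Shared lower DEPs were then 1940, 147 and 72.

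The common floor, which shrinks changes of dim probes, gave 6522 DEPs for CymRSV (3069 higher, 3453 lower), 6607 for crTMV (2709 higher) and 262 for TCV (153 higher, 109 lower). The direct comparisons gave 619 for crTMV against CymRSV (226 higher, 393 lower), 5416 for CymRSV against TCV (2615 higher, 2801 lower) and 5361 for crTMV against TCV (2112 higher). Shared DEPs were 1862 higher for CymRSV and crTMV, 86 higher and 84 lower for CymRSV and TCV, and 108 higher and 89 lower for crTMV and TCV.

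The fit mattered most for the smaller counts. The methods' t-test gave 318 DEPs for TCV (183 higher, 135 lower) and 360 for crTMV against CymRSV (193 higher, 167 lower), with 93 higher and 85 lower shared by CymRSV and TCV and 110 and 76 shared by crTMV and TCV. All 12 arrays in one fit gave 459 for TCV (380 higher, 79 lower) and 3810 for crTMV against CymRSV (1787 higher, 2023 lower), with 144 and 34 shared by CymRSV and TCV and 236 and 37 by crTMV and TCV. Array weights gave 3694 for crTMV against CymRSV (1709 higher, 1985 lower). Replicate number as a block gave 589 for TCV (335 higher, 254 lower), where equal numbers did not pair the arrays, and 3424 for crTMV against CymRSV (1717 higher, 1707 lower), with 184 and 191 shared by CymRSV and TCV and 231 and 172 by crTMV and TCV. The cause was not tested. An adjusted p under 0.01 left 52 for TCV (36 higher, 16 lower) and 465 for crTMV against CymRSV (354 higher, 111 lower), and no fold minimum gave 2789 for TCV (1269 higher, 1520 lower). Camera with an estimated correlation left 0 classes in CymRSV, 0 in crTMV and 0 in TCV infection.

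With 1 array left out, DEPs numbered 10074 to 11479 for CymRSV against mock (4694 to 5752 higher, 5260 to 5727 lower), 9197 to 10865 for crTMV (4464 to 5393 higher, 4733 to 5472 lower) and 62 to 1036 for TCV (44 to 631 higher, 18 to 419 lower). The TCV count was 62 without mock replicate 1 (44 higher, 18 lower), 78 without mock replicate 2 (54 higher, 24 lower) and 502 without TCV replicate 1 (349 higher, 153 lower). The direct comparisons gave 544 to 1911 for crTMV against CymRSV, 8098 to 9783 for CymRSV against TCV and 6913 to 8723 for crTMV against TCV. The first of these was 544 without CymRSV replicate 1 (416 higher, 128 lower), 753 without CymRSV replicate 3 (526 higher, 227 lower) and 879 without crTMV replicate 3 (605 higher, 274 lower), and its lower count was 572 without crTMV replicate 1. Shared DEPs were 2958 to 3471 higher and 3674 to 4361 lower for CymRSV and crTMV, 24 to 329 and 5 to 321 for CymRSV and TCV, and 22 to 441 and 8 to 306 for crTMV and TCV. The r ranges were 0.854 to 0.900, 0.473 to 0.526 and 0.492 to 0.557. Camera passed 13 to 15 classes in CymRSV, 11 to 13 in crTMV and 5 to 9 in TCV infection.

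Signal over background limits the values of dim probes. Between 30.4% (crTMV replicate 1) and 47.5% (mock replicate 1) of the spots were well above background, and fold changes of probes near background depend on the filter, the floor and the background correction.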

Other observations

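The tests of explanations for the lower signal, the differences in signal with single arrays left out, the tests of spots at background without a filter, of chance spread between mock arrays, and the unadjusted, t-test and fry counts of the other splits were chosen only after the results were seen.

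The counts of DEPs against mock reported here are 10550 for CymRSV, 10363 for crTMV and 1057 for TCV. They are clearly higher than those the study gives. The counts in each direction are 5042, 5052 and 632 higher and 5508, 5311 and 425 lower. They are all higher than the study's, least so for the lower probes of CymRSV and crTMV infection. The shared count of higher DEPs in CymRSV and crTMV infection is 3222 here. It is clearly above the study's, and the shared lower count exceeds it by less. Some alternatives gave lower counts. The methods' t-test after Benjamini-Hochberg adjustment gave 9747 DEPs for CymRSV, 8628 for crTMV and 318 for TCV (183 higher, 135 lower). The TCV counts then lie below the study's, and the totals for CymRSV and crTMV above. Normexp background correction gave 6419 DEPs for CymRSV (2780 higher, 3639 lower), 2855 higher for crTMV, 487 for TCV and 1539 shared higher for CymRSV and crTMV, and the common floor gave 6522 for CymRSV, 6607 for crTMV and 262 for TCV. The normexp values lie close to the study's except for crTMV, where the count is above, and the common floor is close for the acute infections but below for TCV. The deposited matrix values, which follow the processed signal without normexp correction or a common floor, gave 5063 higher and 5498 lower DEPs for CymRSV, 5031 and 5327 for crTMV and 629 and 419 for TCV, close to the counts reported here. The deposited values thus give no sign that background handling accounts for the difference, and its cause stays open. The processing of the study is not fully stated in the sources used.

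The real split was the only 1 of the 10 splits of the 6 arrays with as many DEPs in each of the 6 comparisons, and the share of 0.1 is the smallest that 3 against 3 arrays allow, so that the splits by themselves cannot exclude chance. The other splits gave 0 DEPs with limma and 0 with the methods' t-test. At most 361, 238 and 1250 probes had an unadjusted p under 0.05 in them for CymRSV, crTMV and TCV against mock. The real split had 14417, 12738 and 6738. Every other split puts arrays of both groups on each side, so a group difference widens the spread there. Low counts in these splits therefore add nothing to the share of 0.1. On simulated data, where probes varied independently, 1, 2 and 7 unchanged probes were called. This argues against independent spread of single probes as the source of the counts against mock. An effect common to whole arrays stays open. For classes against mock, as many passed camera in 1 of 10 splits for CymRSV, 2 for crTMV and 2 for TCV infection. The camera counts therefore do not exclude chance. The splits of TCV and mock, here and for the DEP counts, leave out the pairing of these arrays by slide. Equal replicate numbers pair the arrays of CymRSV and mock, and of the 4 splits that part all 3 pairs only the real one put as many classes past the threshold there (13, against at most 12). With fry 16, 17 and 7 classes passed for the real split and at most 1, 0 and 1 for the others. The mixing of groups in the other splits limits these fry counts in the same way, so they do not exclude chance. Removal of the trend on probe GC content left 96.4%, 91.8% and 88.7% of the DEPs of CymRSV, crTMV and TCV infection with the same call, and 92.8%, 99.2% and 93.8% of those of crTMV against CymRSV, CymRSV against TCV and crTMV against TCV. These values argue against probe GC content as the cause of the counts.

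The lower signal of infected arrays may have a technical or a biological origin. If labelling, hybridisation or scanning of whole arrays had been weaker, the spike-in spots would have fallen with the rest. The 75th percentile over the spike-in level lay below that of every mock array on 3 of 3 crTMV, 3 of 3 TCV and 1 of 3 CymRSV arrays. This argues against that explanation as the whole cause in crTMV and TCV infection and leaves it open in CymRSV infection. The spike-in level itself differed from mock by −0.53 (log2) in CymRSV, 0.03 in crTMV and −0.35 in TCV infection. The 75th percentile differed by −0.96, −2.18 and −1.12, so that weaker arrays may account for part of the fall in TCV infection. The percentile over the spike-in level differed from mock by −0.44 in CymRSV, −2.21 in crTMV and −0.77 in TCV infection. These differences could reflect a smaller share of host messenger RNA in the labelled RNA, for example where viral RNA makes up part of the total. They depend on single arrays, at −0.14 without CymRSV replicate 1 and −1.35 without crTMV replicate 1. Degraded RNA or a different amount of input would give the same values, so these cannot be told apart here.

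Without a filter on dim probes more probes were higher than lower in each infection. Probes well above background on none of the 6 arrays had a median log2 fold change of 0.83 in CymRSV, 2.16 in crTMV and 0.96 in TCV infection, against 0.17, 0.24 and −0.05 for probes well above background on all 6. A candidate explanation, which these values fit, is that scaling of arrays with less signal lifts spots at background. No biological explanation was tested.

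Probes that changed in the same direction in CymRSV and crTMV infection tended to move the same way in TCV infection, mostly below the 2-fold threshold. Among 7082 such probes 84.7% had the same sign in TCV infection, with medians of 0.37 for the shared higher and −0.44 for the shared lower probes. Simulated unchanged groups gave 50% on average and 51.5% at most. This simulation cannot exclude the mock arrays shared by the comparisons. Shared mock arrays alone gave a correlation with TCV (simulated r 0.330 for CymRSV and 0.300 for crTMV), which a value of 50% does not carry. With the TCV difference from one slide and the other changes from the remaining slides, no mock array is shared. The percentages were then 78.0%, 83.3% and 79.6%. These values argue against shared mock arrays and against slide as the whole cause. Equal replicate numbers also pair the TCV arrays with the CymRSV and crTMV arrays. The slide rounds do not remove these pairs, as TCV replicate 2 lies on slide 1 and CymRSV replicate 2 on slide 2. The part of this pairing was not tested. The pattern depends on scaling, at 66.8% overall and 22.8% of the shared higher probes under spike-in scaling. A weaker form of the response to acute infection in TCV infection may be involved, as a hypothesis, and the later day of collection is confounded with it.

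Mock replicate 3 differed from the other mock arrays at probes with strong signal in acute infection. Of 177 probes well above background on all CymRSV and crTMV arrays and at background on mock replicates 1 and 2, 96 were well above background on mock replicate 3. The same count gave 9 of 90 for mock replicate 1 and 3 of 84 for mock replicate 2, so that chance spread between mock arrays, which would give like counts, does not account for it. Carry-over of RNA from an infected sample is a possible explanation. Among probes whose carried-over level would lie at least 4 times above the lowest detected signal, 90% were seen for crTMV and 82.7% for CymRSV as the source. The criterion set beforehand was more than 90%, so the test does not decide. A real stress response in the mock plants of that replicate stays open as well and was not tested. Where it applies, the fold changes of strongly induced probes against mock are lowered by this array.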
